A study of Zea mays with 24 samples. Its data were reported in "Gene expression analyses in maize inbreds and hybrids with varying levels of heterosis" (2008).

How the data were processed

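Transcript abundance was measured with the Affymetrix maize GeneChip in the above-ground tissue of 11-day-old, greenhouse-grown maize seedlings. The 24 arrays covered 8 inbred lines with 3 biological replicates each, and the labels state that every replicate was a pool of 8 seedlings of a single line. Lines were taken from the sample titles, together with the replicate numbers. B73, B84, B37 and B14a were classed as stiff stalk and Mo17, Oh43, W22 and Wf9 as non-stiff stalk, following the cross types in the study's supplementary table of hybrids. Hybrids of these lines were not analysed here.

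Per the labels, the deposited values are linear signal intensities of probe sets, and MAS5 is the tool named in the submitters' processing notes (its version is not given in the sources used here). The study's methods name GC-RMA and GeneSpring for its own tests, so the values tested there may differ from those used here. The table held 17734 probe sets, of which 113 controls were left out. Values ran from 0.0273 to 12934 units. The mean signal of an array, after trimming 2% at each end, lay between 281.2 units (replicate 3 of Wf9) and 380.7 units (replicate 3 of Mo17), a ratio of 1.35. Because these means differed by more than the 5% allowed by the rule set beforehand, quantile normalization between arrays was applied to the intensities before log2 transformation, without a pseudocount, and the deposited scaling was kept as an alternative. Quantile normalization gives every array the same distribution, so a shift of most transcripts in a single line would not be visible. Line means are means of log2 values over 3 arrays, and a signal in units is the antilog of such a mean.

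Probe sets entered the tests when their mean signal exceeded 50 units in at least 1 line, which left 12449 of 17621. A linear model with 1 mean per line was fitted to all 24 arrays with limma 3.58.1 in R 4.3.3, leaving 16 residual degrees of freedom. Differences among the 8 lines were tested with the moderated F test, and pairs of lines with moderated contrasts of the same fit. A probe set was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 1.2-fold, which are the signal, error-rate and fold thresholds that the study's methods name. The contrasts reported singly are the parental pairs of the study's crosses and the further lines of the series against B73. All of these contrasts except Oh43 against Mo17 share the B73 arrays, so a low or high value in B73 enters 7 of them, and overlaps between their calls were not tested. Heterotic groups were compared on the 8 line means with limma, since lines and not arrays are the replicates of a group. The distance between and within heterotic groups was the mean number of differentially expressed probe sets of between-group pairs divided by that of within-group pairs, with an exact permutation test over the 35 ways to divide 8 lines into 4 and 4. A line-specific probe set had to pass all 7 contrasts of a line against the others in a single direction, with its 3 arrays outside the range of the other 21.

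Probe sets were named from the annotation table of the array platform, updated through gene identifiers with the RefSeq gene table of the assembly Zm-B73-REFERENCE-NAM-5.0. That assembly was used for names and for the order of neighbouring genes, and no coordinates are given. Of the 17621 probe sets, 1452 carried 1 gene symbol, 1 carried several and 16168 carried none, and 1377 of the named ones were matched by their gene identifier. The others are unnamed here. Tested were 1099 named probe sets of 917 genes. Many symbols in this table are locus names, so a short synonym is given with the locus name. The 22 gene lists had been written down before the data were examined, as had the tests, their thresholds and most of the alternative settings. Lists were matched on symbols and synonyms, each gene being represented by its brightest probe set, and the share of differentially expressed members was compared with that of the other named genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 12 lists that had at least 5 measured members. Their direction in each contrast was tested with camera, using a preset correlation of 0.01 and an estimated correlation. A keyword match on gene descriptions was planned but could not add members, because the tables used here give no descriptions. Some matches rest on a shared synonym and are pointed out where they occur.

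Named genes were chosen by a rule fixed with the lists. It took the 12 named probe sets with the largest range of line means, the 3 highest and 3 lowest in each contrast whose arrays did not overlap between the lines (10 and 10 for Mo17 against B73), the 2 line-specific ones with the widest gap to the nearest other line in each direction, the 5 and 5 with the lowest adjusted p between heterotic groups, and in each list up to 4 differentially expressed members with the largest range together with the brightest member. A few genes outside this rule, of the heat shock list and of the tests by replicate number, were named after their values were seen. No detection calls were used here. Where a line mean was under 50 units, the fold is given as a lower bound against 50 units, a floor chosen after the data had been seen, and no fold is given where both means were under it. Other probe sets of the same gene were looked up for each named gene and comparison. Of 89 combinations of a comparison and another probe set, in which a probe set can recur, 53 were differentially expressed in the same direction, 8 in the opposite direction, and 28 were not differentially expressed.

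Arrays of the same replicate number deviated from their line means together. The correlation of these deviations, across probe sets, was at least 0.166 for all 28 pairs of lines at each number. The medians were 0.257, 0.233 and 0.268 for replicates 1, 2 and 3. The median between different numbers was -0.126, which largely follows from these values because deviations cancel within a line. The replicate numbers of the titles therefore pair the samples, and the test among lines, the contrasts, the distance, the line-specific rule, the list shares and the genes named in them were also run with the replicate number as a block. The test between heterotic groups, camera and the test of neighbouring genes were not. The number of arrays limits the precision of every value. Simulations drew independent noise with the residual spread of each probe set around its mean over all arrays. Only the probe sets counted here were changed, in B84 alone. The real data hold many more differences and paired replicates, so recovery there may differ. The contrast of B84 with B73 recovered 89% of 100 probe sets changed 2-fold and 46% of 100 changed 1.5-fold, with 9 false calls among 12449 probe sets. The test among 8 lines recovered 81% and 38%, with 3 false calls, and the line-specific rule, for B84, recovered 78% and 28%, with 0 false calls. With no change simulated, both the contrast and the test among lines made 0 calls. The test of neighbouring genes gave p under 0.05 in 3.33% of 300 shuffled runs.

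Alternatives covered the scaling (deposited values or centring each array on its median), an offset of 16 units before the logarithm, no signal filter or one of 200 units, a minimum of 2-fold, the replicate block, leaving out each array or each line, only the 6 arrays of a contrast, the tests named in the study's methods, an adjusted p of 0.15, a variance trend with robust estimation, the 5 lines whose expression the study describes, line as a random block, the mean absolute log2 difference as distance, and all probe sets of a gene. The ratio of 3' to 5' probe sets for actin served as a check of RNA quality. The corresponding glyceraldehyde-3-phosphate dehydrogenase controls did not exceed 11.3 units and were not used here.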

Results

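Gene expression was profiled in seedlings of 8 maize inbred lines that breeders use as parents of hybrids. B73, B84, B37 and B14a belong to the stiff stalk heterotic group, and Mo17, Oh43, W22 and Wf9 belong to the non-stiff stalk group. Lines of different heterotic groups are crossed to obtain high-yielding hybrids, and the arrays address how far the parental transcript profiles differ. Each line was represented by 3 arrays, and the trimmed mean signal per array ranged from 281.2 to 380.7 units before normalization. Pearson correlations of log2 signal across probe sets, which are not independent replicates, were 0.9709 to 0.9804 between arrays of a line and 0.8203 to 0.9013 between lines, and all 24 arrays were closest to another array of their own line. The median standard deviation between replicates of a line was 0.147 to 0.163 on the log2 scale, a coefficient of variation of 10.2% to 11.3%. The log2 ratio of 3' to 5' actin probe sets ranged from 0.81 ± 0.20 in B84 to 1.27 ± 0.16 in Oh43 (mean ± SD, n = 3).

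Several genes were near the bottom of the signal range in some lines and abundant in others. The probe set of his2b5 (LOC542301), a histone H2B gene, gave 18.8 units in Mo17 (log2 4.24 ± 0.27) and 3780 units in Oh43 (11.89 ± 0.09, SD, n = 3 for all line means), at least 75.6-fold apart. The signal of gst1 (LOC542366), a glutathione transferase, was 31.5 units in B37 (4.98 ± 0.32) and 7910 units in Oh43 (12.95 ± 0.04), at least 158-fold apart. For his1 (LOC542385), a histone H1 gene, the values were 10.7 units in Oh43 (3.42 ± 0.82) and 2150 units in Mo17 (11.07 ± 0.09), and spds2 (LOC732743), a spermidine synthase gene, had 1.56 units in B37 (0.65 ± 0.74) and 1100 units in B73 (10.11 ± 0.27). A wide range was also measured for plr354a (LOC542467), with 14.9 units in W22 and 3740 units in B84, and for HRGP (LOC542371), a cell wall glycoprotein rich in hydroxyproline, with 3.1 units in B84 and 544 units in Wf9.

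Weaker signals were found at the upper end for gst18 (LOC541833), at most 197 units in B37 against 0.858 units in B73, for piip1 (LOC542597), 97.5 units in Mo17 against 0.589 units in W22, for the MADS-box gene AGAMOUS (LOC100037764), 96.2 units in B84 against 0.819 units in B37, and for the terpene synthase gene TPS4 (LOC542754), 55.2 units in B14a against 0.686 units in Mo17. The ranking of these genes by log2 range includes signals far under 50 units. Against that floor the differences of TPS4, AGAMOUS and piip1 are at least 1.1-fold, 1.92-fold and 1.95-fold only. Across the 12 named probe sets with the widest log2 ranges, Benjamini-Hochberg adjusted p-values from the moderated F test of limma were between 7.8e-20 (his1) and 0.00015 (TPS4). Probe sets of a gene did not always behave alike. Another probe set of his1 gave 1470 units in Oh43 and 1270 units in Mo17, and another probe set of piip1 gave 211 units in Mo17 and 227 units in W22.

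In total, 9579 of 12449 probe sets (76.9%) were differentially expressed among the 8 lines, and 5031 (40.4%) differed at least 2-fold between the highest and the lowest line. The median difference between the highest and the lowest line mean of these 9579 probe sets was 2.07-fold. Among genes with a name, 73% were differentially expressed.

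**Figure D1:**
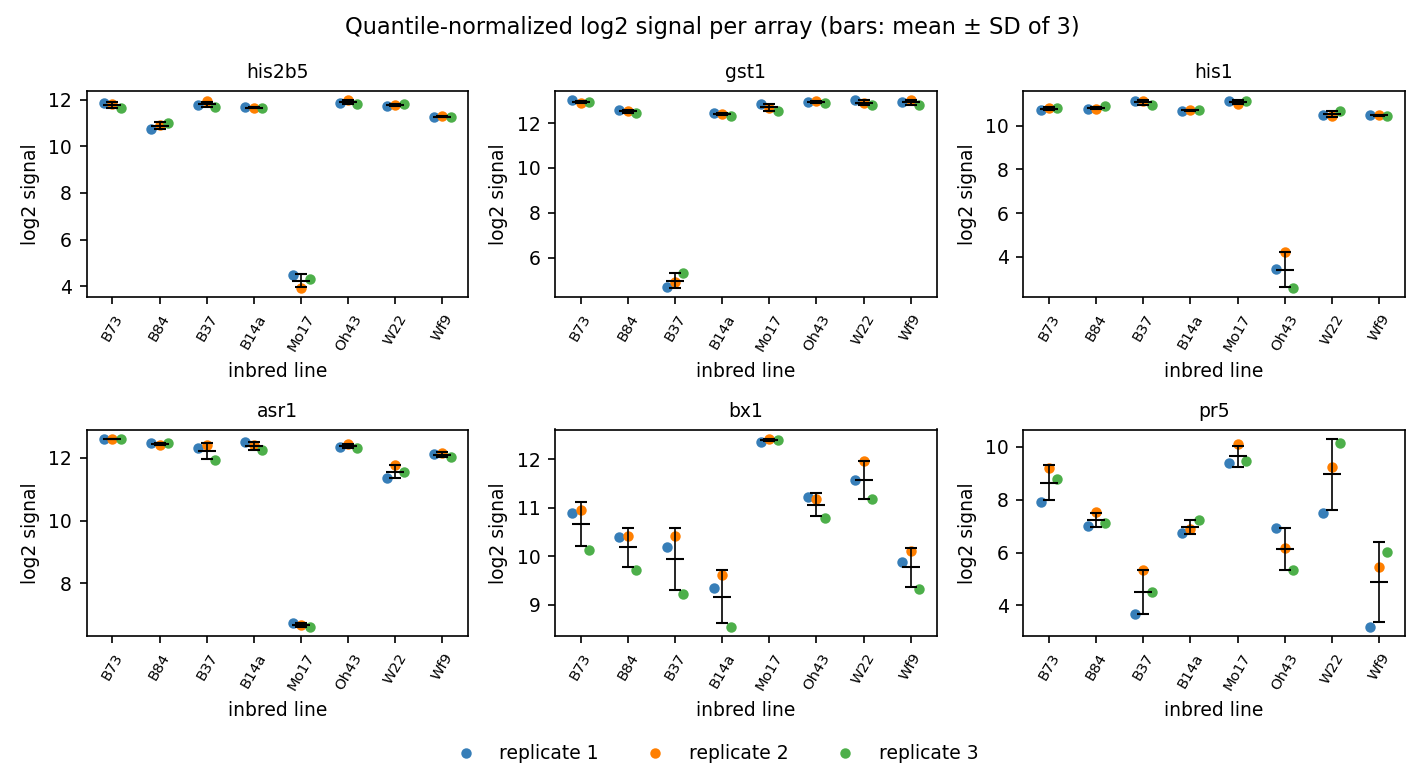
Quantile-normalized log2 signal of 6 genes (vertical axes) in each array of the 8 inbred lines (horizontal axes), with points coloured by replicate number and bars for the mean ± SD of 3 arrays. Each gene is shown by its probe set with the widest range of line means. The genes were chosen after their values were seen, and a single line lies far below the other 7 for his2b5 (Mo17), gst1 (B37), his1 (Oh43) and asr1 (Mo17), whereas bx1 and pr5 vary over several lines.

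Several genes of defence and detoxification had wide ranges, although no share of differentially expressed members in these lists passed the test against other named genes (Fisher's exact test adjusted p = 0.398). At a minimum of 2-fold the glutathione transferases passed it (82.1%, adjusted p = 2.22e-06, range over the alternatives 2.22e-06 to 0.387), as did the pathogenesis-related genes (85.7%, adjusted p = 0.0474, range 0.0474 to 0.836). The list for the benzoxazinoid pathway, which makes defence compounds of young grasses, held bx1, bx6, glu1, glu2, igl1 and tsb1 (LOC732842). Not all of these are enzymes of the pathway itself. All 6 were differentially expressed. The signal of bx1 (LOC542117), which forms indole in the first step of that pathway, was 5370 units in Mo17 (12.39 ± 0.03) and 574 units in B14a (9.16 ± 0.55), a 9.36-fold difference, and igl1 (LOC541855), an indole-forming paralog, was 3.52-fold higher in B37 than in Wf9. The beta-glucosidase genes glu1 (LOC542414) and glu2 (LOC732807) differed 2.17-fold and 2.15-fold between their highest line and B37, and bx6 (LOC541977) differed 1.54-fold. All 7 pathogenesis-related and inhibitor genes were differentially expressed, among them pr5 (LOC542720), 803 units in Mo17 (9.65 ± 0.40) and 22.9 units in B37 (4.52 ± 0.83), at least 16.1-fold apart. The lipoxygenase gene lox1 differed 10.6-fold between B14a (11.32 ± 0.56) and Wf9 (7.92 ± 1.46), the chitinase gene chn1 (LOC542525) 6.73-fold between Mo17 and B37, and prp2 (LOC542195) 1.86-fold between Oh43 and B84, while wip1 (LOC542729), a wound-induced inhibitor gene, was at least 6.36-fold higher in Oh43 than in Wf9. Of 28 glutathione transferase genes, 24 were differentially expressed, including gst1, gst18, gst39 (LOC541848) and gst7 (LOC542587), the last with 249 units in W22 (7.96 ± 0.32) and 3.66 units in Oh43 (1.87 ± 0.43).

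The median range of line means was 0.21 on the log2 scale for genes of the photosynthetic light reactions and 0.32 for C4 and Calvin cycle enzymes, and neither list passed the test of its share against the other named genes (Fisher's exact test adjusted p = 0.293 and 0.864). With the replicate number as a block the light reactions passed it (adjusted p = 0.0395, range over the alternatives 0.0395 to 0.731). Of 6 genes of the light reactions, 2 were differentially expressed, psad1 (LOC541791), a photosystem I subunit that was 3.41-fold higher in B14a than in Mo17, and psbs1 (LOC542126), which differed 1.25-fold but did not pass with the deposited scaling. The brightest member, psan1 (LOC542605), had line means between 10500 and 11000 units (adjusted p = 0.92). The highest deposited value was 12934 units. Whether differences are compressed near that end of the scale was not tested, so small ranges of bright genes in these lists need not mean equal abundance. Against B73 the list depended on the scaling, with 0 of 6 members higher in any line under quantile normalization or the deposited scaling (limma), but 6 in B84 and in Wf9, 5 in B14a, 3 in W22 and 2 in B37 under median centring. Of 10 genes listed as C4 and Calvin cycle enzymes, 7 were differentially expressed, with mdh6 (LOC542374) and me1 (LOC542233), enzymes of malate metabolism, differing by only 1.27-fold and 1.25-fold (neither passed with the deposited scaling) and ppdk1 (LOC542759) 1.08-fold (adjusted p = 0.82). The widest ranges of that list, 11.8-fold for pdk2 (LOC542603) and 3.05-fold for pdk1 (LOC541677), belong to genes that entered it through a shared synonym and whose other synonyms are those of pyruvate dehydrogenase kinases. Of 6 ribosomal protein genes, 3 were differentially expressed, rpl30 (LOC541668) 2.91-fold, rpl39 (LOC542444) 1.73-fold and rps6 (LOC542529) 1.32-fold, the last not with the deposited scaling, and rps27 (LOC542617) did not pass (adjusted p = 0.54).

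All 8 histone and cell cycle genes were differentially expressed, with a median range of 0.58 on the log2 scale. Differences were modest for the replication genes mcm6 (LOC542206, 1.84-fold) and pcna2 (LOC542357, 1.5-fold) and the cyclin gene cyc2 (LOC542336, at least 1.63-fold). In the cell wall and lignin list 14 of 18 genes were differentially expressed, with the expansin genes expa4 (8.50-fold, B73 over W22), expa2 (LOC542648, at least 5.2-fold, B37 over Oh43) and expb3 (LOC541908, at least 2.23-fold, B37 over Mo17) and the cellulose synthase gene cesa8 (LOC541806, 3.68-fold, B37 over Wf9), whereas cesa7 (LOC541805) did not pass (adjusted p = 0.20) and passed only with the replicate block. Of 11 hypoxia and fermentation genes 9 were differentially expressed, among them adh2 (LOC542364), an alcohol dehydrogenase gene 4.08-fold higher in B73 than in B84, sus2 (LOC542091, at least 3.52-fold, Wf9 over B14a), aldh2 (LOC542567) and pdc2 (LOC542651), while sus1 (LOC542247), a sucrose synthase gene, did not pass (adjusted p = 0.88). Nitrogen assimilation had 6 of 8 genes differentially expressed, 5 of them glutamine synthetase genes, with gln2 (LOC542400) at 643 units in B84 (9.33 ± 0.24) and 57.4 units in W22 (5.84 ± 0.32), gln6 (LOC542520) 5.23-fold, gln5 (LOC542401) 3.71-fold, gln3 (LOC542215) at least 3.98-fold and gln1 (LOC542746) 1.70-fold. Of 10 chromatin genes 6 were differentially expressed, and mbd101 (1.87-fold), mez2 (LOC542659, 1.65-fold), hda102 (LOC541953, 1.63-fold), hda101 (LOC541931, 1.60-fold) and nfa101 (LOC542113, 1.51-fold) had ranges of less than 2-fold, nfa101 not passing with the deposited scaling. With the replicate number as a block the counts were 27 of 28 for the glutathione transferases, 18 of 18 for cell wall and lignin, 10 of 11 for hypoxia and fermentation, 8 of 8 for nitrogen assimilation, 9 of 10 for chromatin and 8 of 10 for C4 and Calvin cycle enzymes.

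Lists with fewer than 5 measured members were only counted. Differentially expressed were 2 of 3 flavonoid pathway genes (fht1, LOC542712, and pl1, LOC732799), the disease resistance gene hm1 (LOC732845), 4 of 4 genes of abscisic acid and desiccation response (asr1, LOC542304, dhn1, LOC542373, dhn2, LOC542251, and mlg3, LOC542216), 1 of 3 meristem genes (fea2, LOC542675, but not kn1, LOC542391, adjusted p = 0.39), 3 of 4 genes listed for seed storage and 2 of 2 listed for root. The latter were zrp4 (LOC542706), 364 units in B84 and 18.2 units in Oh43, and tip2 (LOC541893), a tonoplast aquaporin, 134 units in Mo17 and 6.77 units in Oh43. Of the seed list, bt2 (LOC541902) encodes an enzyme of starch synthesis and reached 141 units, while glb1 (LOC541815) and mrp1 (LOC100037760) entered by shared synonyms whose partners are those of a hemoglobin and of a gene also called mrpa1. For the lists of cytochrome P450, circadian clock, transposable element and pollen genes, 0 members were tested. Adjusted over the list alone, the counts were the same for every list except the glutathione transferases, where 26 passed.

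At the 1.2-fold minimum, and without a block, the heat shock proteins formed the 1 list whose share of differentially expressed genes differed from that of the other named genes, whereas at 2-fold they did not (adjusted p = 0.239, range over the alternatives 0.00398 to 0.239). None of the 6 passed the test among lines (0 of 6, with 73.4% among the other named genes, Fisher's exact test adjusted p = 0.00449). Fisher's test takes genes as independent, whereas the estimated correlation between these genes was 0.903, so its p can be too small. Limma gave 0 of 6 at an unadjusted p under 0.05, and the lowest adjusted p of the 6 was 0.64. The brightest, hsp22 (LOC542602), ranged from 1230 units in B37 (10.27 ± 1.19, SD, n = 3) to 2300 units in W22 (11.17 ± 0.88). The SD of replicates within a line ranged from 0.45 (hsp22 in B84) to 3.55 (hsp26 in B14a) on the log2 scale, and replicate 1 was the highest of the 3 arrays in all 8 lines for all 6 genes. The members other than hsp22 were named after their values were seen. With the replicate number as a block, hsp22, hsp101 (LOC541780) and hsp18a (LOC542293) were differentially expressed among lines, and the list no longer stood apart (3 of 6, adjusted p = 0.127), while under that block the light reactions did. In the main setting, with 1 probe set per gene, the 50-unit filter and no block, every other list had an adjusted p of 0.293 or more. In the 8 contrasts, camera called 0 of 96 combinations of list and contrast, with a lowest adjusted p of 0.1 at the preset correlation, where 6 had an unadjusted p under 0.05, and of 1 with an estimated correlation, where 0 had.

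**Figure D2:**
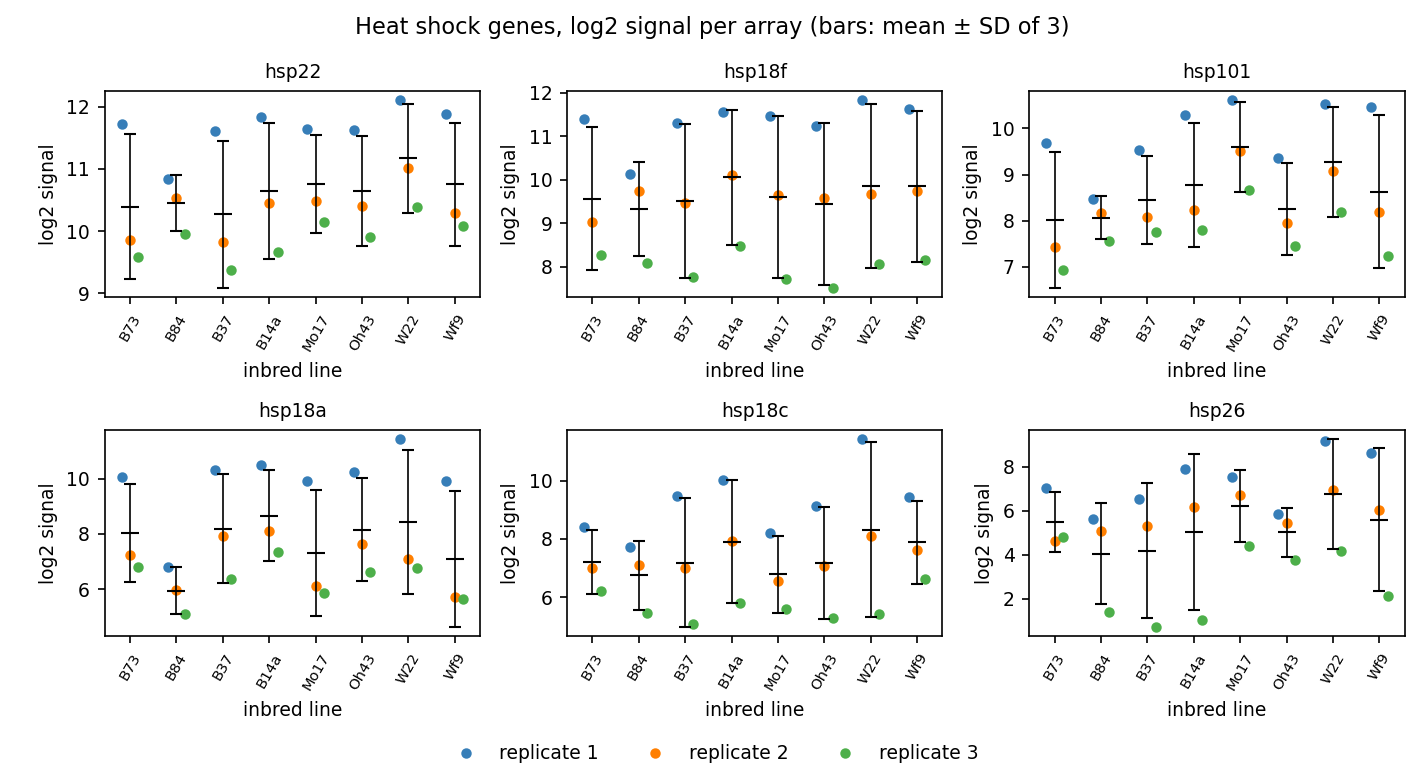
Log2 signal of the 6 heat shock genes (vertical axes) in each array of the 8 inbred lines (horizontal axes), with points coloured by replicate number and bars for the mean ± SD of 3 arrays. Replicate 1 is the highest point in every line for all 6 genes.

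B84 was compared with B73 first, its closest line in the series. HRGP was lower in B84, with 3.1 units (1.63 ± 1.53) against 415 units in B73 (8.70 ± 0.21, SD, n = 3 for all line means), at least 8.30-fold (limma adjusted p = 1.7e-06). Also lower were the beta-expansin gene expB5 (LOC541910), 1.89 against 74.7 units, and the dehydrin gene dhn1, 10.2 against 212 units (at least 4.23-fold, adjusted p = 0.006). Higher in B84 were AGAMOUS, 96.2 against 3.34 units (adjusted p = 1e-04), gst39, 81.6 against 5.38 units (adjusted p = 2.5e-06), and 1 probe set of piip1, 46.6 against 4.26 units, although 3 others of that gene did not differ significantly. In this comparison 2766 probe sets were differentially expressed, 1353 higher and 1413 lower in B84, and 976 differed at least 2-fold. The share of higher calls, 48.9%, depended on the scaling. It was 18.9% with the deposited scaling, under which the median of all probe sets shifted by -0.155 on the log2 scale, and 63.2% with median centring, under which it shifted by 0.132.

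B37 differed from B73 at more probe sets. Among named genes, the largest decreases were in spds2, 1.56 units against 1100 units in B73 (at least 22.1-fold, adjusted p = 1.6e-12), gst1, 31.5 against 7870 units (at least 157-fold, adjusted p = 1.3e-19), and plr354a, 26.4 against 3450 units (at least 69.1-fold). Higher in B37 were rps21b (LOC542449), a ribosomal protein gene, at 2260 units (11.14 ± 0.11) against 86.9 units (6.44 ± 0.07, SD, n = 3), or 26-fold (adjusted p = 5.5e-15), and 2 glutathione transferase genes that were low in B73, gst18 (197 against 0.858 units) and gst39 (140 against 5.38 units). Of 28 glutathione transferase genes 4 were higher and 8 lower (3 and 9 with the deposited scaling, 4 and 9 with median centring), and of 7 pathogenesis-related genes 0 were higher and 3 lower under each of the 3 scalings. There were 3929 differentially expressed probe sets, 2056 higher and 1873 lower, and 1423 at 2-fold. The share of higher calls was 52.3%, but 32.7% with the deposited scaling and 57.4% with median centring.

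B14a had higher signal than B73 for cpi2 (LOC100101525), which encodes a cystatin, an inhibitor of cysteine proteases. It reached 2960 units in B14a (11.53 ± 0.33) against 286 units (8.16 ± 0.23, SD, n = 3), a 10.4-fold difference (adjusted p = 1e-10), although another probe set of cpi2 did not differ significantly (1710 against 1280 units, adjusted p = 0.15). Both probe sets of HRGP were lower in B14a, 5.15 against 415 units (at least 8.30-fold) and 5.37 against 350 units (at least 6.99-fold), as was opr7, an oxophytodienoate reductase gene of jasmonate synthesis, 6.68 against 292 units (at least 5.84-fold, adjusted p = 0.00014). The glutathione transferase genes gst18 and gst39 were higher, at 80.7 and 132 units. Of the 28 genes of that family 2 were higher and 10 lower (2 and 13 with the deposited scaling), and of 11 hypoxia and fermentation genes 0 were higher and 6 lower (1 and 5 with median centring), without a call for either list by camera. In all, 3269 probe sets were differentially expressed, 1637 higher and 1632 lower, and 1184 at 2-fold. The 50.1% of higher calls became 15.4% with the deposited scaling, where the median of all probe sets shifted by -0.229, and 65.2% with median centring, where it shifted by 0.137.

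In W22 the signals of plr354a were 14.9 and 18.9 units for its 2 probe sets, against 3450 and 2210 units in B73 (at least 69.1-fold and 44.1-fold lower, adjusted p = 1.9e-14 and 1.1e-17). The gene tha9 (LOC541789) was at least 24.9-fold lower in W22, with 18.5 units (4.21 ± 0.37) against 1250 units (10.28 ± 0.07, SD, n = 3). Higher were GAPC (LOC542367), a cytosolic glyceraldehyde-3-phosphate dehydrogenase gene, with 1040 against 27.6 units (at least 20.7-fold, adjusted p = 2.3e-12), cpi2, 13.4-fold (3830 against 286 units), and gst39, 137 against 5.38 units. A brighter probe set of GAPC differed by only 0.14 on the log2 scale (8380 against 7580 units). Another probe set of cpi2 differed less as well (2310 against 1280 units). Glutathione transferase genes were higher in 3 and lower in 8 cases of 28 (2 and 8 with the deposited scaling, 3 and 7 with median centring). Of the 4218 differentially expressed probe sets, 2116 were higher and 2102 lower, and 1638 differed 2-fold. Higher calls made up 50.2%, against 35.1% with the deposited scaling and 60.2% with median centring.

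In Wf9, 1 probe set of the beta-tubulin gene tub6 (LOC542239) was 14.4-fold lower in Wf9, 124 units (6.95 ± 0.46) against 1780 units (10.80 ± 0.09, SD, n = 3, adjusted p = 2.2e-11), 2 others were also lower, and another was higher (2130 against 934 units, adjusted p = 5.3e-06). The jasmonate gene opr7 was at least 5.84-fold lower (7.08 against 292 units), and LOC542088 was lower as well (5.21 against 94.5 units). Higher were gst39 (97.8 against 5.38 units), AGA1 (LOC606463, 60.7 against 3.6 units, adjusted p = 0.00044) and akh2 (LOC542708), which encodes an enzyme of aspartate-derived amino acid synthesis (90.8 against 9.69 units). Of 28 glutathione transferase genes 1 was higher and 8 were lower (1 and 10 with the deposited scaling, 2 and 9 with median centring). The contrast had 4173 differentially expressed probe sets, 2156 higher and 2017 lower, and 1528 at 2-fold. The share of higher calls, 51.7%, was 25.2% with the deposited scaling, with a median shift of -0.122, and 61.4% with median centring, with a median shift of 0.145.

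Oh43 was lower than B73 for spds2, 3.05 against 1100 units (at least 22.1-fold, adjusted p = 6.8e-12), and for 2 probe sets of his1, 10.7 and 18.3 units against 1760 and 1850 units (at least 35.1-fold and 37-fold). Another probe set of his1 was slightly higher in Oh43 (1470 against 1150 units, adjusted p = 0.0073). Higher in Oh43 were gst18 (62.1 against 0.858 units) and 3 of 4 probe sets of piip1 (87.5 against 3.45 units, 105 against 4.26 units and 145 against 22 units). Glutathione transferase genes were higher in 3 and lower in 12 of 28 cases under all 3 scalings, yet camera did not call the list. Also 5 of 11 hypoxia and fermentation genes were lower and 1 higher (0 and 5 with the deposited scaling, 2 and 4 with median centring). Of the 4374 differentially expressed probe sets 2229 were higher and 2145 lower, and 1715 differed 2-fold. Their share of higher calls was 51%, with 34% under the deposited scaling and 53.5% under median centring.

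Mo17 and B73 are the parents of a widely studied hybrid. The histone gene his2b5 had 18.8 units in Mo17 (4.24 ± 0.27) against 3500 units in B73 (11.77 ± 0.12, SD, n = 3), at least 69.9-fold lower (adjusted p = 1.1e-19). The stress-response gene asr1 was 60.8-fold lower, 102 units (6.67 ± 0.05) against 6190 units (12.60 ± 0.01, adjusted p = 3.6e-18), though another probe set of asr1 differed less (1970 against 4000 units). Both probe sets of CesA-4 (LOC542624), a cellulose synthase gene, were lower, by at least 15-fold and 15.6-fold, as were both of HRGP (4.16 against 415 units and 7.45 against 350 units), gst31 (LOC541842, 10.4 against 352 units), gst24 (LOC541837, 12.4 against 147 units) and HMT-2 (LOC541874), a homocysteine methyltransferase gene (14.8 against 161 units). TPS4 was under 50 units in both lines (0.686 and 28.8 units).

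Higher in Mo17 than in B73 were a probe set of cpi2, 17.1-fold (4890 units, 12.26 ± 0.09, against 286 units, 8.16 ± 0.23, SD, n = 3, adjusted p = 3.9e-12), and gst39 (215 against 5.38 units). Another probe set of cpi2 differed less (3060 against 1280 units). The probe set of gst13 (LOC541831) with the largest difference was at least 10.8-fold higher (541 against 14.9 units), whereas another was lower (244 against 580 units, adjusted p = 1.1e-05). Of 4 probe sets of piip1, 3 were higher, with 82.1 to 213 units in Mo17, and the brightest in B73 did not differ significantly (211 against 204 units, adjusted p = 0.83). A probe set of UMPS (LOC732794), which encodes an enzyme of pyrimidine synthesis, was also higher (126 against 11.1 units), and a brighter one differed less (270 against 156 units). The same direction was found for a weak probe set of GAPC (185 against 27.6 units, with 8880 against 7580 units for the brighter one, less than 1.2-fold) and for aldh5 (LOC541914, 51 against 5.61 units, adjusted p = 0.0063). It was also found for 1 probe set of the ubiquitin-conjugating enzyme gene ubc7 (LOC542600, 54.2 against 8.7 units), of which 5 other probe sets did not differ significantly. Glutathione transferase genes were higher in 3 and lower in 8 of 28 cases (3 and 9 with the deposited scaling, 3 and 7 with median centring). In total 4189 probe sets were differentially expressed, 2144 higher and 2045 lower, and 1635 at 2-fold. Higher calls were 51.2%, against 38% with the deposited scaling and 55.7% with median centring. Of 127 genes with several probe sets, 58 had any that was differentially expressed, 16 had all of them differentially expressed in the same direction, and 2 had calls in opposite directions.

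Oh43 and Mo17, both non-stiff stalk lines, differed in opposite ways at probe sets of 2 histone genes. His2b5 was at least 75.6-fold higher in Oh43 (3780 against 18.8 units, adjusted p = 8.6e-20), and 2 probe sets of his1 were at least 43.1-fold and 43.7-fold lower in Oh43 (10.7 and 18.3 units against 2150 and 2190 units). Another probe set of his1 did not differ significantly (1470 against 1270 units, adjusted p = 0.12). CesA-4 was at least 22.3-fold higher in Oh43, with 1110 units (10.12 ± 0.13) against 20.2 units (4.34 ± 0.62, SD, n = 3). A probe set of asr1 was 51.8-fold higher (5270 against 102 units), while another differed less (3690 against 1970 units). The gene spds2 was at least 7.14-fold lower (3.05 against 357 units). Glutathione transferase genes were higher in 7 and lower in 11 of 28 cases (6 and 10 with the deposited scaling). There were 4318 differentially expressed probe sets, 2168 higher and 2150 lower, and 1705 at 2-fold, and higher calls were 50.2%, with 46.5% under the deposited scaling and 48.7% under median centring. Over the 8 contrasts, the 3 arrays of a line did not overlap with those of the other for 36.6% to 47.5% of all tested probe sets, where chance gives 10%.

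Over all 28 pairs of lines, the number of differentially expressed probe sets ran from 2766 for B73 and B84 to 4580 for B14a and Oh43. Pairs of stiff stalk lines were the most alike, with 3415.8 ± 469.28 probe sets (SD over 6 pairs). Pairs of non-stiff stalk lines differed at 4206.2 ± 137.19 probe sets (SD over 6 pairs), close to the 4247.3 ± 195.1 of the 16 pairs between the groups. The between-group mean divided by the within-group mean was 1.114, the highest of the 35 divisions of 8 lines into 4 and 4 (exact permutation test, one-sided p = 0.0286, the smallest these divisions allow). With only the 5 lines whose expression the study describes, the ratio was 1.193. The exact permutation p was then 0.1, the smallest that 10 divisions allow. The study states that sequence polymorphisms between inbred lines can complicate such array comparisons. The counts per pair do not separate these from differences in transcript abundance.

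**Figure D3:**
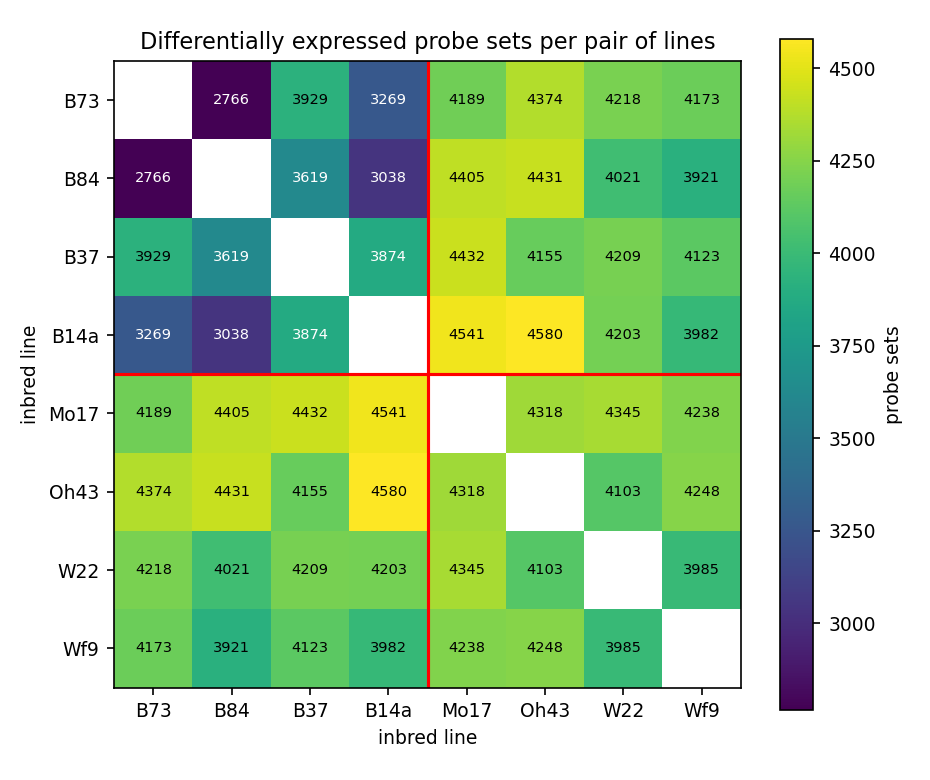
Number of differentially expressed probe sets (colour scale and printed values) for each pair of the 8 inbred lines, which label both axes, with red lines parting stiff stalk from non-stiff stalk lines. The stiff stalk pairs range from 2766 to 3929 and the pairs between groups from 3921 (B84 and Wf9) to 4580.

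Few single genes separated the heterotic groups. Sqs1 (LOC541614), which encodes squalene synthase of sterol synthesis, had a mean log2 signal of 8.72 ± 0.06 in the stiff stalk lines and 6.85 ± 0.20 in the non-stiff stalk lines (SD over 4 lines each, limma adjusted p = 0.00083), and the 4 lines of each group did not overlap. The same held for GT1 (LOC542140), 7.85 ± 0.14 against 5.74 ± 0.26 (adjusted p = 0.0015), the prohibitin gene phb3 (LOC541817), 5.98 ± 0.28 against 4.12 ± 0.09 (adjusted p = 0.0027), the alternative oxidase gene aox1 (LOC542073), 7.77 ± 0.56 against 4.98 ± 0.20 (adjusted p = 0.0077), and maf1 (LOC541767), 6.87 ± 0.60 against 4.08 ± 0.42 (adjusted p = 0.021). No named gene passed the test in the opposite direction. The lowest adjusted p-values there were 0.11 for hk3 (LOC541642), a cytokinin receptor gene, with 6.08 ± 0.15 against 6.71 ± 0.14, 0.23 for a probe set of tub6 (9.92 ± 0.18 against 10.79 ± 0.36) and for brk1 (LOC542086, 8.71 ± 0.11 against 9.31 ± 0.22), 0.25 for UMPS (4.01 ± 0.37 against 6.34 ± 1.09) and 0.27 for m21 (LOC542035, 7.60 ± 0.33 against 8.39 ± 0.20). Of 12449 probe sets, 47 were differentially expressed between the groups, 30 higher and 17 lower in stiff stalk lines, and 1026 (8.24%) had an unadjusted p under 0.05. Without B73 the count was 31, and with all 24 arrays and line as a random block it was 312. That block applies a single correlation of 0.669 to all probe sets, so arrays partly count as replicates of a group. The count of 312 can therefore be too lenient.

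Each line had genes that set it apart from the other 7. In Mo17, his2b5 and 1 of 2 probe sets of asr1 were lower than in any other line, the nearest being B84 for his2b5 (1900 units) and W22 for asr1 (3000 units against 102 units, 29.4-fold). Mo17 was higher for 1 probe set of gst13 (at least 10.8-fold over W22) and gst25 (LOC541838, 2.89-fold over B73). In Oh43, 2 probe sets of his1 were at least 28.4-fold and 31.4-fold lower than in Wf9, the nearest line, while another was higher (1470 against 923 units, adjusted p = 2e-05). A probe set of pls1 (LOC732844) was 7.59-fold higher in Oh43 than in B14a, the nearest line, and another differed less (477 against 241 units). The profilin gene prf1 (LOC542409) was also higher in Oh43, at 52.9 against 16.5 units in B84 (at least 1.06-fold). B37 was lowest for gst1, at least 107-fold below B14a, and for bip2 (LOC732809), a chaperone of the endoplasmic reticulum, at least 11.7-fold below B14a, and higher for a weak probe set of the sulfite reductase gene sir (LOC542221, 107 against 49 units in B14a, adjusted p = 0.041), whose brightest probe set did not differ significantly from B14a (840 against 1030 units), and for a probe set of por2 (LOC541687, 1.71-fold over Mo17, adjusted p = 0.046, not passing with the deposited scaling).

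W22 was lower than any other line for tha9 (at least 15.4-fold below Mo17) and amy5 (LOC542472), a beta-amylase gene with 40.7 units (5.35 ± 0.58) against 1050 units (10.04 ± 0.15, SD, n = 3) in B14a, and higher for pdc2, a pyruvate decarboxylase gene (139 against 23.8 units in B14a), and a probe set of GAPC (5.01-fold over B37, with 8380 against 7890 units for the brighter one, adjusted p = 0.24). B14a was lower for the protein disulfide isomerase gene pdi7 (LOC606414), 133 against 1250 units in Wf9, and for por2 (4.75 against 20.5 units in B73), and higher for the aquaporin gene tip4a (LOC541897, 4.50-fold over Mo17) and the cell wall invertase gene incw1 (LOC542314, 1.76-fold over Mo17, not passing with the deposited scaling). Wf9 was lower for csr1 (LOC542753, 6.35-fold below B73) and ALDH10A5 (LOC541949, at least 4.84-fold below B14a), and higher for ae3 (LOC541993, 85.8 against 23.8 units in B37) and LOC732757 (1.55-fold over B14a). B84 was higher for AGAMOUS (96.2 against 14.1 units in Mo17) and maf1 (1.77-fold over B14a), and lower for ERF1 (LOC542184, 18.6 against 70.5 units in B14a) and 1 of 2 probe sets of the sugar transporter gene mstr1 (LOC542695, 2.17-fold below W22). In B73, 2 probe sets of gst31 were higher (4.59-fold over B84 and 2.67-fold over Oh43), while another did not differ significantly from Oh43 (166 against 194 units, adjusted p = 0.56). Lower in B73 was pdi5 (LOC606418, 35.9 against 92.2 units in Oh43). A probe set of piip1 was lower too (4.26 against 11.3 units in W22), but this was lost with 16 units added, and another probe set of that gene went the other way (3.45 against 0.589 units, adjusted p = 0.025).

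Line-specific probe sets were mostly lower rather than higher. There were 721 higher and 1824 lower, so that 71.7% were lower, and this held in each line, from 63.6% in B73 to 78.4% in B14a. Mo17 had the most (148 higher and 315 lower), followed by Oh43 (148 and 300), W22 (99 and 296), Wf9 (99 and 267), B37 (76 and 222), B14a (50 and 181), B84 (41 and 138) and B73 (60 and 105). Of the 1824 lower ones, 605 (33.2%) had a mean under 50 units in the line. Low signal in a single line can reflect a mismatch between probe and transcript as well as low abundance, and the arrays alone do not tell these apart.

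**Figure D4:**
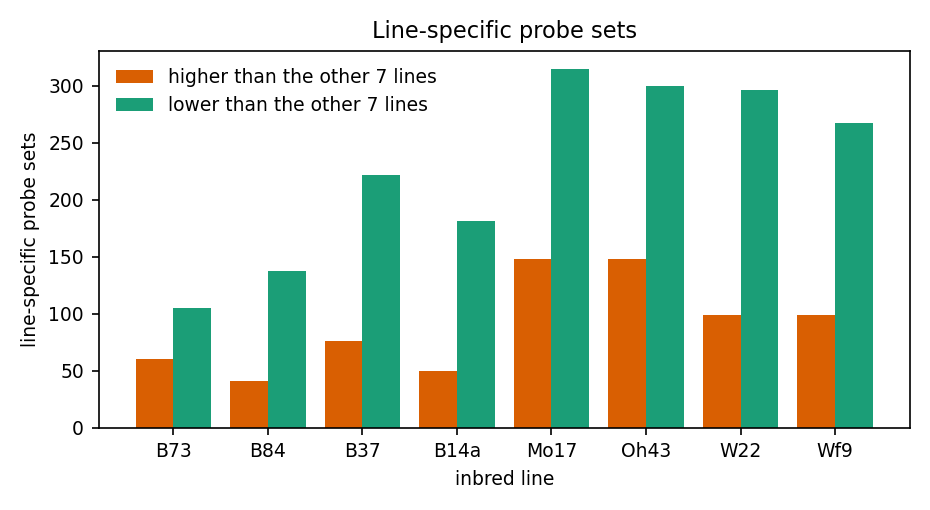
Number of line-specific probe sets (vertical axis) in each of the 8 inbred lines (horizontal axis), with paired bars for those higher and those lower than in the other 7 lines. Lower exceeds higher in every line, from 105 against 60 in B73 to 315 against 148 in Mo17.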

Values the study reported

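The study reported 17,622 probe sets on the array. Within its parent-hybrid groups, each holding both inbred parents and their hybrid, it found 290 differentially expressed genes for B84 and B73, 655 for B37 and B73, and between 885 and 1071 for the remaining groups. On a second platform, 58 of 62 differential expression patterns had the same direction, and 74% were significant there. Between its arrays of long oligonucleotides and the GeneChip, the correlation of log2 differences was 0.697 for B84 and B73, 0.679 for B37 and B73, 0.720 for Oh43 and B73, and 0.750 for Oh43 and Mo17.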

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

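Alternatives chosen after the data had been seen were the shares of higher calls under every setting, median centring for line-specific probe sets, the replicate block for gene lists, the unadjusted threshold for heterotic groups and the floor of 50 units for folds. Named genes were recomputed with the deposited scaling, 16 units added and, except between heterotic groups, the replicate block. Of these values 517 kept direction and side of the threshold, 8 no longer passed, 2 newly passed and none reversed. Those lost were a probe set of piip1 in B73 against W22 with 16 units added, and, with the deposited scaling, por2 in B37 and incw1 in B14a, each against Mo17, and psbs1, mdh6, me1, rps6 and nfa101 among lines. Hsp22 and cesa7 passed among lines with the replicate block. Of the counts and shares, 268 stayed close to the reported value, 39 moved and 1 lost its threshold, and the causes were not tested unless stated.

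With the deposited scaling, higher calls against B73 were 18.9% in B84, 32.7% in B37, 15.4% in B14a, 35.1% in W22, 25.2% in Wf9, 34% in Oh43 and 38% in Mo17, and with median centring 63.2% in B84 and 65.2% in B14a. These directions therefore depend on the scaling, since it shifts all probe sets of an array together. A minimum of 2-fold, which can only lower a count, left 5031 probe sets among the 8 lines, 976, 1423, 1184, 1638, 1528, 1715 and 1635 for B84, B37, B14a, W22, Wf9, Oh43 and Mo17 against B73, 1705 for Oh43 against Mo17, and 915 line-specific ones. Higher calls were then 33.9% in B84, 36.7% in B37, 35.3% in B14a, 40% in W22, 38% in Wf9 and 40.7% in Mo17. For Oh43 they were 715 of 1715 against B73, and 863 of 1705 against Mo17. Under quantile normalization, differences of at least 2-fold were thus more often lower than higher against B73 in every line, but not between Oh43 and Mo17. These shares were not recomputed with the other scalings. The contrasts against B73 share its arrays, so they are not independent observations of this direction. At 2-fold, 2 gene lists stood apart, the glutathione transferases (adjusted p = 2.22e-06) and the pathogenesis-related genes (0.0474), and the heat shock list did not (0.239, with a range of 0.00398 to 0.239 over its alternatives).

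A signal minimum of 200 units, which tests fewer probe sets, gave 6255 among lines, 2798 for W22, 2776 for Wf9, 2819 for Oh43 and 2792 for Mo17 against B73, and 2859 for Oh43 against Mo17. The methods' t-test, used there for hybrids against parents and here for 2 lines, with the spread from 6 arrays, gave 1366 for B84, 2374 for B37, 1875 for B14a and 2628 for Wf9 after Benjamini-Hochberg adjustment (3014, 3980, 3470 and 4172 at the unadjusted p under 0.05 that the methods apply to it), and the one-way test among lines gave 8268. With the replicate number as a block, the counts were 10810 among lines, 3637, 4772, 4151, 5081, 4975, 5208 and 4952 for the same 7 lines against B73, and 5046 for Oh43 against Mo17. Leaving out each array gave 9331 to 9528 among lines and 2365 to 2579 for B84.

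Between heterotic groups, line as a random block, in which arrays partly count as replicates, gave 312 probe sets. An unadjusted p under 0.05 gave 1026, and leaving out each line gave 31 (without B73) to 67 (without Wf9). The ratio of distances was 1.081 to 1.119 with all 8 lines, and 1.193 with 5 lines, whose exact permutation p of 0.1 is the smallest that 10 divisions allow. The lists without keywords were not run as an alternative, because no keyword could be applied in the first place. Signals near the floor limit the folds, which are lower bounds there.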

Other observations

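The tests by replicate number were chosen after the values had been seen, and the other tests in this part were planned, with 1 criterion tightened afterwards as stated below. Genes of the heat shock response differed between replicate numbers in all 8 lines. The log2 signal of hsp26 (LOC542576) was 7.27 ± 0.78 in replicate 1, 5.78 ± 0.66 in replicate 2 and 2.80 ± 1.15 in replicate 3. That of hsp18a (LOC542293) was 9.90 ± 0.68, 6.96 ± 0.51 and 6.31 ± 0.30. These are means over 8 lines. Each SD is that of the deviations from the line means, so it leaves out the differences between lines. Ranges were 12-fold for hsp18a, 11.7-fold for hsp18c (LOC100037778), 9.97-fold for hsp18f (LOC542723), 4.54-fold for the chaperone gene hsp101 (LOC541780) and 3.41-fold for hsp22 (LOC542602). All 6 genes passed the test by replicate number. As a list they were higher in replicate 1 than in the other 2 by a mean of 2.48 on the log2 scale (camera adjusted p = 4.8e-11 with the preset and 0.039 with an estimated correlation) and lower in replicate 3, with a mean of -2.24 (1.5e-07 and 0.09).

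Other genes, also named after their values were seen, differed by replicate number in other ways. Thi1 (LOC542714), a thiamine synthesis gene, had 2080, 520 and 2200 units in replicates 1, 2 and 3, the catalase gene (LOC542370) 997, 1430 and 2240 units, sus2 (LOC542091) 81.9, 132 and 53 units, the fatty acid desaturase gene fad7 (LOC542222) 1390, 667 and 894 units, the phytoene synthase gene psy2 (LOC542686) 196, 109 and 89.3 units, and the aquaporin gene pip2f (LOC541891) 497, 498 and 233 units. All 8 genes of nitrogen assimilation passed this test. In total 2973 of 12449 probe sets (23.9%) differed by replicate number, and 186 at least 2-fold.

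The number of differentially expressed probe sets for B84 against B73 was 2766. It is higher than the count the study gives for the group with these parents, which was tested together with the hybrid and after other processing.

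Lower line-specific signals outnumbered higher ones, as for his2b5 in Mo17 and gst1 in B37. A floor in the signal as the whole cause is argued against, since with 16 units added the ratio of lower to higher was 1.94, above the bound of 1.5 set for it (2.53 as reported, 1.94 to 3.44 over the settings). Mismatches between probes and the transcripts of a line may contribute. Other probe sets of the same cluster moved by a median share of 0.146 of the lower shift, but by 0.246 for higher ones, so the test leaves this open. Genetic differences in expression between the lines also stay open and were not tested.

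B14a, W22 and Wf9, whose expression the study does not describe, could have formed a batch of their own. Between these 3 and the other 5 line means, 553 probe sets had an unadjusted p under 0.05, and 23 of the 56 splits of the lines gave as many, the highest being 992 for B73, B84 and B14a. This argues only against a batch shift of these 3 lines that outweighs the differences between lines. Those differences form the error term here, so a smaller shift would not show and stays open.

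B84 and B73 may share segments by descent, in which case differing genes would be neighbours. Neighbouring named genes were both differentially expressed 1.13 times as often as after permutation of the gene order (41 against 36.43 pairs, permutation p = 0.2; Oh43 against Mo17 0.951), which leaves shared ancestry open and establishes no clustering. The ratio was not particular to this pair, since it was 1.16 for Wf9 (p = 0.034), 1.14 for W22 (p = 0.052) and 1.16 for B14a (p = 0.084), each against B73 and by the same permutation. For genes 2 to 5 places apart the ratio was 1.12 (159 against 141.5 pairs, permutation p = 0.044). This exceeds the bound set for tandem duplicates by only about the permuted SD of 0.069, and the same ratio was 1.09 for B37 (permutation p = 0.027), 0.956 for Wf9 (permutation p = 0.85) and 0.966 for B14a (permutation p = 0.74), so no conclusion on tandem duplicates is drawn. The criterion for it was tightened after the value had been seen, with the same outcome under both versions, and the p is unadjusted among the 16 neighbour tests.

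Random regroupings of the arrays served to judge the counts. Of 100 regroupings into 8 groups of 3, the real one included, 1 gave as many probe sets as the lines (9579, highest other 425). An arbitrary grouping of the arrays thus does not account for that count. Between heterotic groups 1 of 35 divisions gave as many (47, highest other 16). That share is under 0.05 but is the smallest these divisions allow, so chance is not excluded there. For single contrasts the 10 splits of 6 arrays are too few for a share under 0.05. The real counts and the highest other splits were 2766 and 2 for B84, 3929 and 0 for B37, 3269 and 1 for B14a, 4218 and 2 for W22, 4173 and 0 for Wf9, 4374 and 0 for Oh43 and 4189 and 0 for Mo17, each against B73 by limma, and 4318 and 1 for Oh43 against Mo17. Among the 4 splits that part all 3 pairs of replicate numbers, the real split included, the highest others were 2, 0, 1, 1, 0, 0, 0 and 1. The other 6 splits keep some pairs together.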
